A study of Danio rerio with 6 samples. Its data were reported in "Analysis of novel caudal hindbrain genes reveals different regulatory logic for gene expression in rhombomere 4 versus 5/6 in embryonic zebrafish" (2018).

How the data were processed

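Total RNA was isolated from pools of hindbrains dissected at 48 hpf and 3 stranded mRNA libraries were made per genotype. The authors analysed the reads with the Dolphin web interface and refer to an earlier publication for the details, which was not used here. The aligner, the genome build, the gene annotation and the statistical test are therefore not known here, and no coordinates are given. The authors deposited 1 table for the whole series with 23025 gene names and an estimated count per gene and library. These estimated counts were not normalized, and 45.6% of genes had whole numbers in all 6 libraries. The remaining genes had fractional counts in at least 1 library, as arises when reads that match several genes are divided among them. The lowest total of a listed gene over the 6 libraries was 11, so genes with fewer counts had been left out before deposition. The deposited table also held the authors' log2 fold change, the corresponding fold change as a ratio and an adjusted p-value for the comparison. These columns were used only where the authors' deposited table is named. For all 283 genes with an edgeR log2 fold change over 3 in either direction, the deposited log2 value was smaller in size, as a shrunken estimate is. Across genes the 2 sets of log2 fold changes had a correlation of 0.94 (genes are not independent replicates).

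Samples were grouped by genotype from their titles, with 3 wildtype and 3 *gas6* mutant libraries. Total counts ranged from 18376627 to 27025868 per library. With 3 libraries per genotype there were 4 residual degrees of freedom per gene, the biological coefficient of variation was 12.5%, and the median SE of a log2 fold change was 0.154. Pairs of libraries within a genotype differed by far more than counting noise (chi-square per degree of freedom from 6.99 to 25.9), so none was treated as a duplicate. In a principal component analysis of log2 CPM the first component held 73.5% of the variance and separated the genotypes, and the second held 9.9% and set wildtype library 1 apart.

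Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr in edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 20463 genes and removed 2562. Libraries were scaled by TMM and tested with glmQLFit and glmQLFTest with genotype as the only factor, under R 4.3.3. The text used here gives a more than 2-fold change as the criterion of the study, so the count model was chosen here and the adjusted p-value was added so that the spread between libraries counts. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were called at an adjusted p-value under 0.05, with and without a log2 fold change over 1 in either direction. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. Levels are CPM with TMM-scaled library sizes.

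Gene lists were tested with camera in limma 3.58.1 (two-sided, preset inter-gene correlation of 0.01), with Benjamini-Hochberg adjustment over 19 lists, and again with fry and with an estimated correlation. The hindbrain-expressed genes and the r4 and r5/r6 gene-sets were those of the study. The other lists were written by hand for lens, photoreceptors, inner retina, forebrain, midbrain, hindbrain Hox paralogue groups 1 to 4, posterior Hox paralogue groups 5 to 13, dorsal hindbrain progenitors, Notch pathway, DNA replication, oligodendrocyte lineage, neurons, skeletal muscle, erythrocytes, pigment cells and Gas6 signaling (*tyro3*, *mertk* and the related ligand *pros1*). They were written before the count table was opened, but after part of the study's own list of called genes had been read, so the choice of eye and forebrain lists was not blind. Names were matched to the table exactly, apart from letter case, with the dot in a name written differently, or through an older name in the RefSeq gene table of the GRCz12tu assembly. This found 94.7% of the hindbrain-expressed genes. It found 76.5% of the photoreceptor list and 60% of the Gas6 signaling list, in which *axl* was not matched. Of the genes found, 8 of 18 inner retina genes, 7 of 28 forebrain genes, 12 of 16 midbrain genes and none of the 21 lens genes were also on the hindbrain-expressed list, as were 1 of 26 photoreceptor genes, 2 of 26 skeletal muscle genes, 2 of 16 erythrocyte genes and none of the 18 pigment cell genes. *neurod6b* on the forebrain list and *ptf1a* on the inner retina list were also among the genes the study picked for RT-qPCR, and 3 genes of each of these lists were on another list. Lists for otic vesicle, pineal organ, liver and cartilage were written after some of the results had been seen and were used only in the additional observations. Of these, 2 of 12 otic vesicle, 1 of 9 pineal, none of 18 liver and 3 of 14 cartilage genes were on the hindbrain-expressed list. Overlap with the hindbrain-expressed list was tested with a two-sided Fisher's exact test, with the genes tested as background.

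The genes named singly were set by a rule: *gas6*, the RT-qPCR genes, the 14 marker genes (*olig2* and the genes examined by in situ hybridization in *gas6* mutants), the Gas6 receptors, and the 5 largest increases and 5 largest decreases among genes past an adjusted p-value of 0.05 and more than 2-fold, with a mean count of at least 10 in each genotype and no overlap between genotypes. The groups, the tests, this rule and the alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors, upper quartile scaling, scaling on the hindbrain-expressed genes, no filter, a mean count of at least 10, unrounded counts, the replicate number as a block, leaving out each library, an adjusted p-value under 0.01, glmTreat against a 2-fold change, and only genes with whole counts. The median log2 fold change of all genes was 0.016 with TMM and at most 0.074 under the other scalings.

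The procedure was tested on simulated counts for 20463 genes drawn with the means, library sizes and dispersions of the data. Of 200 genes changed 2-fold or 4-fold, 194 were tested and 90.7% of these were called with the right sign. The median absolute error of their log2 fold change was 0.125, and 11 unchanged genes were called (5.88% of calls). With no gene changed there were 0 calls, with 945 of the 20463 genes at an unadjusted p-value under 0.05. The simulated changes were balanced between up and down, and genes that vary together were not simulated. In the data 6813 genes were called, far more than the 200 changed here, so these rates may not hold for the data. Neighbouring genes were taken from the order of genes in the GRCz12tu table, in which 71% of the tested genes could be placed. GC content and gene length were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.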

Results

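To ask which genes depend on *gas6* in the zebrafish hindbrain, the study sequenced RNA from hindbrains dissected at 48 hours post fertilization (hpf). *gas6* encodes a secreted ligand of the Tyro3, Axl and Mertk receptor tyrosine kinases. There were 6 libraries, 3 from wildtype embryos and 3 from homozygous *gas6* mutants. Both lines carried the *olig2:EGFP* transgene, whose fluorescence guided the dissection, and each library came from a pool of hindbrains. The deposited table gave an estimated read count for each of 23025 genes. The wildtype libraries held 24351023, 24589101 and 21844559 counts, and the *gas6* mutant libraries held 18376627, 26388041 and 27025868. In no library did the 10 most abundant genes take more than 9.0% of the counts. No sequencing batch was named for any library. Levels are given in CPM, counts scaled to the size of each library, and each mean ± SD is over 3 libraries per genotype. Fold changes compare *gas6* mutants with wildtype, so a negative log2 value is a lower level in the mutants.

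*gas6* itself was examined first, since it checks the genotypes. Its counts were 941, 898 and 790 in the wildtype libraries and 105, 153 and 117 in the *gas6* mutant libraries. This corresponds to 39.1 CPM ± 3.26 (SD, n = 3) in wildtype and 5.01 CPM ± 0.674 (SD, n = 3) in the mutants, or 12.8% of the wildtype level. The log2 fold change was -2.97 (SE 0.136; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.24e-08). In the authors' deposited table the log2 fold change of *gas6* was -2.90. The alternative that moved the value most left out *gas6* mutant library 3 and gave -2.86.

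A global comparison was then made over the 20463 genes that passed the filter on low counts. At an adjusted p-value under 0.05, 6813 genes differed between genotypes (33.3% of those tested), of which 3425 were up-regulated and 3388 down-regulated in *gas6* mutants. Most of these changes were small: the median absolute log2 fold change was 0.68, and 71% of the 6813 genes changed by 2-fold or less. With the additional requirement of a more than 2-fold change, 1975 genes remained (9.65%). Of these, 1241 (62.8%) were up-regulated and 734 were down-regulated. By fitted values, 578 genes changed more than 4-fold, 361 of them upward. The setting that moved the 1975 most was a test against a 2-fold change itself (glmTreat), which called 639 genes. When *gas6* mutant library 2 was left out, the 6813 fell to 4661. At an adjusted p-value under 0.01, 1603 genes changed more than 2-fold. By the values in the authors' deposited table, a total of 1590 genes met the same pair of limits, 928 up and 662 down. Of these 1590 genes, 1471 passed the count filter applied here, and all 1471 were among the 1975 with the same sign.

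**Figure D1:**
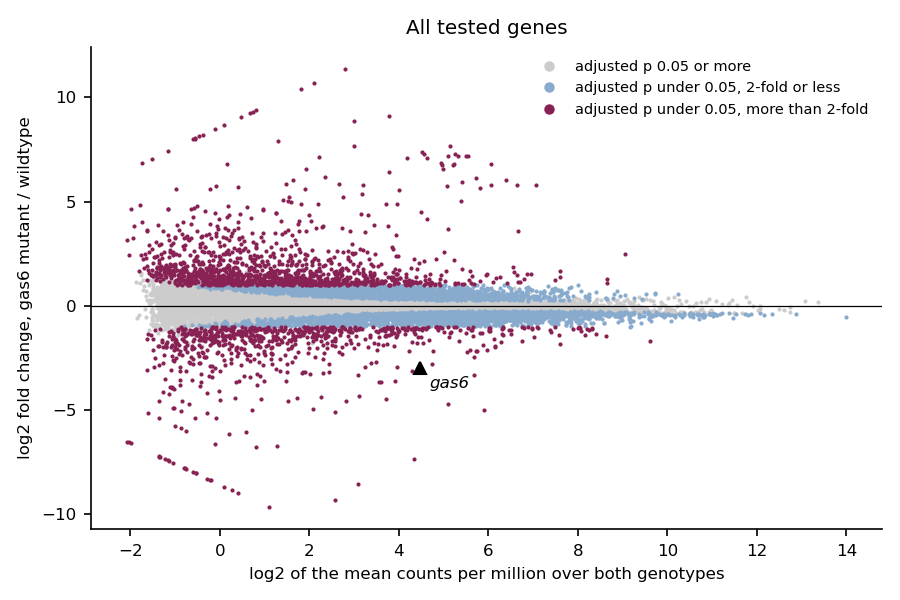
Each point is 1 of the 20463 tested genes. The horizontal axis is the log2 of its mean CPM over both genotypes and the vertical axis is its log2 fold change, *gas6* mutant over wildtype. Purple points are the 1975 genes past an adjusted p-value of 0.05 with a more than 2-fold change, blue points are the other genes past 0.05, grey points are the rest, and the triangle marks *gas6* at -2.97. The diagonal lines of points at low levels are genes with counts in 1 genotype and almost none in the other, whose fitted fold changes are not measured ratios.

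The study re-measured 10 genes by RT-qPCR in independently collected hindbrains, so their read counts were examined individually. All 10 passed an adjusted p-value of 0.05 over all genes tested, and all 10 passed when adjusted over the list alone. The study picked these genes for their change in the same libraries, so neither count is independent evidence. *neurod6b* rose from 3.59 CPM ± 2.19 to 25.4 CPM ± 4.74 (log2 fold change 2.81, SE 0.336, adjusted p = 9.07e-05), and *olig1* rose from 4.86 CPM ± 1.65 to 18.3 CPM ± 3.12 (log2 fold change 1.91, SE 0.222, adjusted p = 7.66e-05). The wildtype libraries differed considerably for *neurod6b*, with counts of 27, 132 and 86. The other 8 genes were down-regulated. The largest decrease was that of *egr2b* (also known as *krox20*), from 5.56 CPM ± 1.07 to 1.19 CPM ± 0.181 (log2 fold change -2.21, SE 0.222, adjusted p = 2.76e-05). The log2 fold changes were -1.52 for *ptf1a*, -1.51 for *olig4*, -1.41 for *hoxb1a*, -1.34 for *crabp2a*, -1.25 for *atoh1a*, -1.18 for *atoh1b* and -1.01 for *ncam1b*. Adjusted p-values among these 10 genes were at most 0.000267, the value for *ptf1a*.

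**Figure D2:**
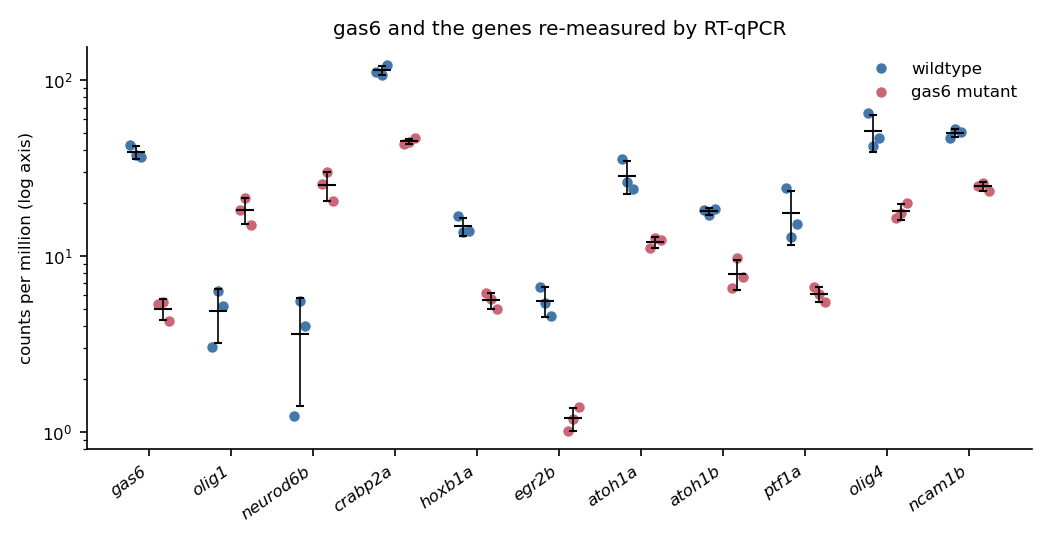
Points give the CPM of each library on a log axis for *gas6* and the 10 genes that were re-measured by RT-qPCR, with wildtype in blue and *gas6* mutant in red. Horizontal bars are means and vertical bars are SD over 3 libraries. The 2 genotypes are separated for every gene drawn, and *olig1* and *neurod6b* are higher in the mutants.

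Next, 14 marker genes that the study examined in *gas6* mutants were considered, *olig2* through the transgenic reporter and the others by in situ hybridization. Of these, 5 are also on the RT-qPCR list. Of the 14 genes, 9 passed an adjusted p-value of 0.05 over all genes tested and 11 passed when adjusted over the list alone. The 2 that passed only in the second count were *pax2a* (log2 fold change 0.24, SE 0.091, adjusted p over all genes = 0.0568) and *hoxb3a* (-0.29, SE 0.112, adjusted p = 0.0679). Among the 9 genes not shared with the RT-qPCR list, *plp1a* was down-regulated from 304 CPM ± 10.7 to 156 CPM ± 22 (log2 fold change -0.96, SE 0.115, adjusted p = 9.04e-05). *hoxd4a*, a marker of segments behind r6, and the r5/r6 gene *hoxa3a* fell by 0.67 and 0.56 on the log2 scale (adjusted p = 0.00127 and 0.00185). *olig2* was slightly higher in the mutants (0.49, SE 0.106, adjusted p = 0.00436). *mafba*, the gene known as *valentino*, and *isl1* and *isl2a* did not pass, with log2 fold changes of 0.17, 0.06 and -0.07 and adjusted p-values of 0.191, 0.713 and 0.624. *hoxb3a* passed 0.05 under DESeq2 (adjusted p = 0.0416, within 0.0416 to 0.132 over 9 other settings) and when wildtype library 2 was left out (-0.40, adjusted p = 0.0284, against 0.0284 to 0.214 over the 6 fits that each left out one library). *pax2a* passed under upper quartile scaling and under scaling on the hindbrain-expressed genes (adjusted p = 0.0299 and 0.0238, within 0.0238 to 0.103 over 9 other settings). In *mafba* the genotypes did not overlap, although the difference was small.

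Transcripts of genes that act with *gas6* changed little. *tyro3* rose from 7.58 CPM ± 1.53 to 10.7 CPM ± 0.843 (log2 fold change 0.50, SE 0.164, adjusted p = 0.0333), but this call was lost in 5 of the 6 fits that each left out one library (adjusted p from 0.0177 to 0.131). *mertk* (log2 fold change -0.17, adjusted p = 0.316) and *pros1*, which encodes a related ligand (0.10, adjusted p = 0.534), did not pass. Adjusted over the list alone, *tyro3* was also the only one of the 3 to pass.

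The largest changes among genes with a mean count of at least 10 in each genotype were examined next. The 5 largest increases were all members of the *crygm2d* family of lens gamma crystallins, with log2 fold changes from 7.18 for *crygm2d3* to 7.30 for *crygm2d1* (adjusted p = 1.54e-06 and 1.15e-06). Members of this family are near-identical and their counts were not whole numbers, so reads were split between them and the value of any single member is uncertain. Summed over the 20 members listed, the counts were 15, 77 and 442 in wildtype and 15528, 29881 and 42391 in *gas6* mutants. Wildtype library 3 held most of the wildtype counts and lowered the fitted sizes, and without it the value for *crygm2d3* was 9.51. The 5 largest decreases were those of *CU896645_1*, *prtgb*, *pcyt1bb*, *si:dkey-271j15_3* and *si:ch211-66k16_29*. *prtgb* fell from 66.1 CPM ± 13.1 to 2.46 CPM ± 1.39 (log2 fold change -4.72, SE 0.283, adjusted p = 5.23e-07), and *CU896645_1* fell from 117 CPM ± 19.1 to 3.51 CPM ± 3.88 (-5.00, SE 0.492, adjusted p = 2.29e-05). Without *gas6* mutant library 3 these values were -5.33 and -6.46. *pcyt1bb*, *si:dkey-271j15_3* and *si:ch211-66k16_29* had log2 fold changes of -4.57, -4.46 and -4.39, with adjusted p-values of at most 2.67e-05. Counts of all but *CU896645_1* among these 5 were not whole in every library, so part of their reads may belong to similar genes. Without *gas6* mutant library 2 the value for *si:dkey-271j15_3* was -5.39.

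To relate the changes to the hindbrain, the genes were compared with the 1674 hindbrain-expressed genes that the study compiled from an expression database. Of these, 1546 were tested, which is 7.56% of all tested genes. They made up 6.68% of the 1975 genes (132 genes), and this share did not differ from that of the other tested genes (odds ratio 0.865, 95% confidence interval 0.713 to 1.04, two-sided Fisher's exact test p = 0.13). Among all 6813 genes, with no limit on the fold change, the list was over-represented instead (odds ratio 1.69, two-sided Fisher's exact test p = 2.2e-22). Up- and down-regulated genes differed: 51 of the 1241 up-regulated genes (4.11%) and 81 of the 734 down-regulated genes (11%) were on the list (odds ratio 2.89, 95% confidence interval 1.98 to 4.25, two-sided Fisher's exact test p = 6.7e-09). That contrast was weakest with no limit on the fold change, at an odds ratio of 1.52. Genes are not independent replicates, so these p-values describe the gene lists of these 6 libraries.

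Finally, 19 gene lists were tested as sets with limma's camera, 3 of them from the study (the hindbrain-expressed genes, the r4 gene-set and the r5/r6 gene-set) and 16 written by hand for tissues and processes. At an adjusted p-value of 0.05, 14 of the 19 lists differed from the remaining genes. The same 14 passed under fry, which passed 16 in all, the midbrain and Gas6 signaling lists among them. None passed when camera estimated the correlation between genes from the residuals, where 7 lists had an unadjusted p-value under 0.05. Other splits of the same 6 libraries gave between 4 and 15 lists by camera with the preset correlation, but each kept part of the genotype difference. As no list passed with an estimated correlation, the size of the shift is given for each list. The camera p-values are not taken as evidence across libraries. Of the study's own lists, the r4 gene-set was lower in *gas6* mutants (median log2 fold change -0.29 over 39 genes, 29 of them lower, adjusted p = 6.21e-06). The r5/r6 gene-set, which contains *gas6*, shifted less (median -0.08 over 64 genes, 38 of them lower, adjusted p = 0.0107). The hindbrain-expressed genes had a median of -0.04 over 1546 genes (adjusted p = 0.0466), and this call was lost under 2 other scalings and in 3 of the fits that each left out one library.

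The hand-written lists with the largest increases were those of the lens (median log2 fold change 5.75 over 20 genes, all of them higher, adjusted p = 1.08e-26), photoreceptors (3.38 over 14 genes, 11 higher, adjusted p = 1.47e-13), the forebrain (1.28 over 27 genes, 25 higher, adjusted p = 6.92e-10) and the inner retina (1.27 over 18 genes, 14 higher, adjusted p = 7.47e-06). With genes at 3 counts or fewer in every library of a genotype set to the fold that 3 counts allow, the photoreceptor median was 3.17 and the other 3 medians were as given. The lens median was lowered by wildtype library 3 and was 7.27 without it. The photoreceptor median was 4 without wildtype library 2. Smaller increases were seen for the posterior Hox paralogue groups 5 to 13 (0.34, adjusted p = 0.0136) and for neurons (0.23, adjusted p = 0.00791). The midbrain list, with a median of 0.35, lay at the threshold (adjusted p = 0.0512). It passed in 3 of the 6 fits that each left out one library and under 4 other alternatives, with adjusted p-values from 0.0064 without wildtype library 2 (median 0.45) to 0.29 with an estimated correlation. Lists that decreased were dorsal hindbrain progenitors (-0.81, 15 of 19 genes lower, adjusted p = 3.95e-08), DNA replication (-0.71, 32 of 32 lower, adjusted p = 1.04e-18), the Notch pathway (-0.69, 26 of 27 lower, adjusted p = 4.82e-14), pigment cells (-0.65, 12 of 17 lower, adjusted p = 3.65e-05) and the hindbrain Hox paralogue groups 1 to 4 (-0.42, 13 of 13 lower, adjusted p = 0.000186). No shift beyond the other genes was detected for skeletal muscle (median 0.13, adjusted p = 0.801), erythrocytes (0.13, adjusted p = 0.425), the oligodendrocyte lineage (0.21, adjusted p = 0.941) or the 3 genes of Gas6 signaling (0.10, adjusted p = 0.761). Oligodendrocyte genes moved both ways, *olig1* and *olig2* upward and *plp1a* downward. The skeletal muscle median changed sign to -0.20 when *gas6* mutant library 3 was left out, with an adjusted p of 0.0219 (0.0219 to 0.988 over the 6 fits that each left out one library).

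**Figure D3:**
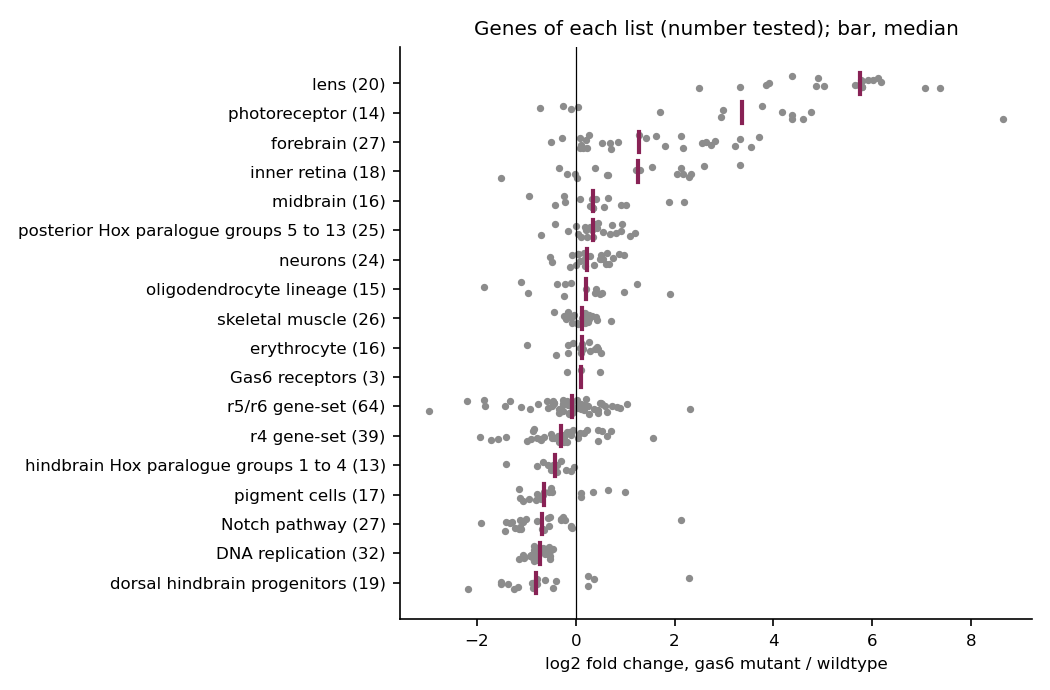
Grey points give the log2 fold change, *gas6* mutant over wildtype, of each tested gene on 18 of the 19 lists, and purple bars are medians. The number of genes is in parentheses, vertical scatter within a list has no meaning, and the hindbrain-expressed genes are not drawn. The lens list has the highest median, 5.75, and all 32 DNA replication genes lie to the left of 0.

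The summed level of the lens genes was 4.15, 10.9 and 69.2 CPM in the wildtype libraries and 927, 1190 and 2140 CPM in the *gas6* mutant libraries. The mean log2(CPM + 1) over genes did not overlap between genotypes for any of the 19 lists except those of the oligodendrocyte lineage, skeletal muscle and erythrocytes, where the ranges met or overlapped. Chance alone separates 3 libraries from 3 in 10% of cases, and the lists are not independent of each other. For instance, the mean was 2.35, 2.55 and 2.4 in wildtype and 3.22, 3.34 and 3.24 in *gas6* mutants for the forebrain list, and 6.16, 5.90 and 6.11 against 5.53, 5.62 and 5.67 for the Hox paralogue groups 1 to 4. Skeletal muscle genes took 4.1% of the counts in *gas6* mutant library 1 and 7.56% in *gas6* mutant library 3, so the mutant libraries differed from each other in their muscle content.

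**Figure D4:**
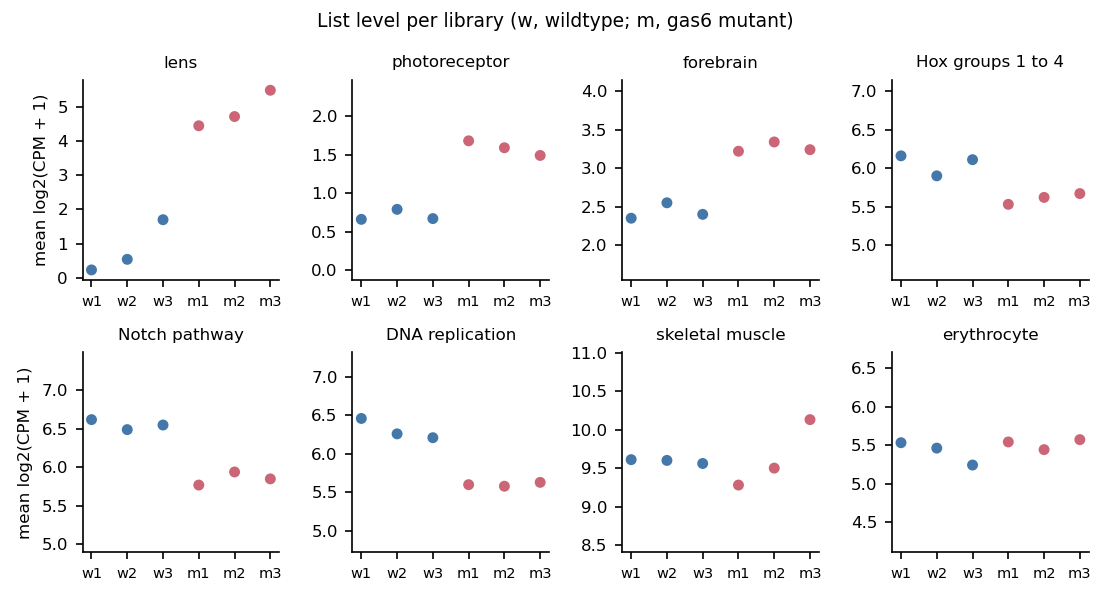
Each panel gives, for 1 gene list, the mean over its genes of log2(CPM + 1) in each library, with wildtype libraries (w1 to w3) in blue and *gas6* mutant libraries (m1 to m3) in red. Vertical axes differ between panels and do not start at 0. Wildtype and mutant libraries are separated in the lens, photoreceptor, forebrain, Hox, Notch and DNA replication panels and overlap in the skeletal muscle and erythrocyte panels.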

Values the study reported

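The study counted 928 genes at least 2-fold higher and 662 at least 2-fold lower in *gas6* mutant hindbrains, 1590 in all. Of these, 41 of the higher and 78 of the lower genes were on its list of hindbrain-expressed genes, which it put at about 7.5% of the changed genes. That list held 1674 genes.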

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

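Across the alternatives *gas6* kept its direction and passed the threshold, with log2 fold changes from -2.98 to -2.91 over 9 other settings and from -3.04 to -2.86 over the 6 fits that each left out one library. All 10 RT-qPCR genes, which the study picked from these libraries, passed in each of the 15 settings. Of the 14 marker genes, 9 or 10 passed in each. The number of genes past an adjusted p-value of 0.05 was 3831 at a limit of 0.01, as fewer genes meet a stricter limit, and from 6359 to 6994 under the other settings. It ranged from 4661 to 6919 when one library was left out. The number that also changed more than 2-fold was 639 under glmTreat, which asks each gene to exceed 2-fold beyond its error, and 851 when only the 8812 tested genes with whole counts were kept (9.66% of them, against 9.65% of all tested genes). Otherwise it ranged from 1603 to 2252, and from 1831 to 2248 when one library was left out. DESeq2 called 1891, and 1746 of these were among the 1975. Scaling on the hindbrain-expressed genes moved the up-regulated share of the 6813 from 50.3% to 59.2%.

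The excess of hindbrain-expressed genes among down-regulated over up-regulated genes held throughout, with odds ratios from 1.52 with no fold limit to 2.94, and from 2.36 to 3.06 when one library was left out. Their share among all called genes did not hold. It became lower than that of other genes when libraries were scaled on the hindbrain-expressed genes (odds ratio 0.812, two-sided Fisher's exact test p = 0.028, with p from 2.2e-22 to 0.96 over the 10 settings), and the direction was opposite with no fold limit (1.69). The cause was not tested.

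Estimating the correlation between genes left 0 of 19 lists past the threshold, with 7 at an unadjusted p-value under 0.05. The r4 gene-set (median -0.29), the r5/r6 gene-set (-0.08) and the hindbrain-expressed genes (-0.04) were among those lost, as this test allows for genes that vary together with so few libraries. The call for the hindbrain-expressed genes was also lost with upper quartile scaling (median 0) and with scaling on those genes (0.02), and its median ranged from -0.05 to -0.03 when one library was left out. The direction assigned to the oligodendrocyte lineage changed to higher with no filter (median 0.29), with the replicate block (0.23) and under fry (0.21), with adjusted p-values from 0.889 to 0.975. The cause was not tested. Skeletal muscle ranged from -0.20 to 0.31 when one library was left out, and *isl1* from 0 to 0.14. Over 720 comparisons of single genes and hand-written lists with an alternative, 687 kept their direction and their side of the threshold, 16 became weaker, 12 became stronger and 5 changed direction.

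Libraries with the same number in both genotypes showed almost no shared deviation (correlations of 0.02, -0.06 and 0.04). Such correlations cannot exclude pairing that affects only part of the genes. Summed lens levels rose with the library number in wildtype (4.15, 10.9 and 69.2 CPM) and in *gas6* mutants (927, 1190 and 2140 CPM). Summed photoreceptor levels did not keep the same order (365, 352 and 402 CPM in wildtype, 478, 455 and 410 CPM in *gas6* mutants). Whether the numbers pair the libraries therefore stays undecided. With the replicate block *gas6* had a log2 fold change of -2.97, 6359 genes passed 0.05, 1950 of these changed more than 2-fold, and 15 lists passed.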

Other observations

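The tests of added eye and forebrain tissue, of scaling, of shared reads, of the tissue share, of calls on other chromosomes and of clustered genes were chosen only after the result had been seen. The otic vesicle, liver, cartilage and pineal lists were written after some of their genes had been seen.

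Only the split by genotype gave genes past an adjusted p-value of 0.05. With 3 libraries against 3 there are 10 splits, and 1 of the 10 gave as many as 6813 genes and 1 of the 10 as many as 1975 genes with a more than 2-fold change, the real one in both cases. The other 9 splits gave 0 genes, with 65 to 540 genes at an unadjusted p-value under 0.05. Each of these 9 mixed the genotypes in both groups, so the genotype difference added to the spread within groups. Their 0 calls are therefore not a measure of chance. A share under 0.1 cannot be reached in this design. For the gene lists the result was different: 3 of the 10 splits gave at least 14 lists by camera with its preset correlation, and 1 other split gave 15. The other splits mixed the genotypes unevenly and so kept part of the genotype difference. They are not a measure of chance for the lists either. What the counts of lists say about genotype therefore stays undecided, and only the sizes of the shifts are used in what follows.

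Genes of the lens, retina and forebrain were higher in *gas6* mutant hindbrains, the lens genes by a median log2 fold change of 5.75. Scaling does not account for this, since the lens median was at least 5.74 under each of 4 scalings. Reads divided among similar crystallin genes do not account for it either, since the 6 lens genes with whole counts in all libraries rose by a median of 4.41. A lower share of hindbrain tissue alone would raise every other tissue alike, but the pigment cell list had a median of -0.65, and skeletal muscle and erythrocytes stayed at 0.13. A candidate explanation that stays open is that the mutant dissections took in more eye and forebrain. Forebrain regulators rose as a set (median 1.28) while the hindbrain Hox paralogue groups 1 to 4 fell (-0.42). The posterior Hox paralogue groups 5 to 13 rose as well (median 0.34, 22 genes higher and 3 lower). Added eye and forebrain tissue does not explain that smaller rise. Not all abundant forebrain genes rose: *otpa*, at 221 CPM in wildtype, changed by 0.14 and *foxg1a*, at 18.1 CPM, by -0.27. Added tissue moves a gene less when the wildtype dissections already hold much of it. The small change of *otpa* therefore does not argue against added forebrain. *arxa* was called lower (log2 fold change -0.51, adjusted p = 0.032), which added forebrain tissue does not explain. These 3 genes were chosen after their values were seen. Wildtype dissections varied too, with *crybb1* counts of 0, 40 and 273, while *crx* counts of 30, 111 and 35 were highest in another library. So lens and other anterior tissue did not go together in wildtype. The pineal list had a median of 0.69 over 6 genes. Older mutant embryos are a further open explanation. Cartilage genes, which mature at this stage outside the brain, had a median of 0.51, just above the limit of 0.5 set for this test. All 14 were higher, but the median ranged from 0.42 without *gas6* mutant library 3 to 0.57, and *col2a1a*, the most abundant at 3390 CPM in wildtype, changed by 0.20 (adjusted p = 0.262). Lower DNA replication (-0.71) and Notch pathway (-0.69) genes would go with an older stage as well. Loss of *gas6* itself also stays open, since genotype and fish line changed together and dissection or stage may have differed with them.

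The otic vesicle gene *oc90*, chosen after its values were seen, fell from 683, 668 and 496 counts to 53, 93 and 125 (log2 fold change -2.95, SE 0.19, adjusted p = 7.89e-07). Less otic tissue in the mutant dissections does not account for this. The 12 otic vesicle genes had a median of -0.25 and the 11 other than *oc90* a median of -0.22, and the most abundant, *stm*, was at 371 CPM ± 35.4 in wildtype and 370 CPM ± 47.7 in mutants. A difference between the fish lines at *oc90* and an effect of *gas6* were not tested.

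The liver genes *tfa*, *f7* and *f7i*, singled out in the same way, rose in *gas6* mutants, *tfa* from 15.5 CPM ± 5.03 to 186 CPM ± 60 (log2 fold change 3.58). The 14 other liver genes were all higher, by a median of 1.3. This lies between no rise and the rise above 2 that liver tissue in the dissections was set to give, so liver tissue and an effect on *tfa* cannot be told apart with these values. *apoa1b*, the most abundant liver gene tested, rose by 1.53, and *fabp10a*, at 0.529 CPM, by 0.26. Over the 17 liver genes the median was 1.41, and it was 2.02 without wildtype library 2, 1.15 without wildtype library 3 and 0.98 without *gas6* mutant library 1.

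Mutant and control fish came from separate lines, so alleles linked to the *gas6* mutation may differ between them. Of the 6813 called genes 4895 could be placed, and 4632 of these lie on other chromosomes than *gas6*. Linked alleles that change only genes near *gas6* therefore cannot account for the calls at large. Whether linked alleles changed genes on other chromosomes indirectly was not tested. Of the 39 nearest tested genes, 19 on one side and 20 on the other, 46.2% were called (18 genes), a higher share than in 93.2% of windows around other genes but below their 95th percentile of 47.5%. As only 71% of tested genes were placed, this check is void, and a local effect of linked alleles cannot be told apart from an effect of genotype. The 4 neighbours that changed more than 2-fold were *f10* (-2.78), *wu:fj30f06* (-1.62), *f7* (2.11) and *f7i* (2.59). They made up 10.3% of the neighbours, a higher share than in 81% of windows but below the 95th percentile of 15%. *f10*, 9 tested genes from *gas6*, went from 1133, 1039 and 943 counts to 131, 175 and 202.

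A set of 33 genes had at most 3 counts in every library of one genotype and at least 30 in every library of the other, limits chosen after the values were seen. Splits other than by genotype mixed the genotypes in both groups, so they could hardly give any such gene, and gave at most 1. Of these 33 genes, 21 were detected in *gas6* mutants and 12 in wildtype, and 1 of the 10 splits of the libraries gave as many. Among them, picked for their known names, *mhc1uba* was at 148, 206 and 174 counts in mutants and 0 in each wildtype library (at least 52.6-fold higher), and *fgfr1bl* was at 116, 75 and 94 in wildtype and 0 in each mutant library (at least 34.8-fold lower). *ggact_2* was at least 138-fold lower in mutants, although its counts were not whole in all libraries. Some belong to the eye pattern above, such as *rho* and several *crygm2d* genes. For the others a candidate explanation is alleles or gene copies that differ between the fish lines. Of 16 placed genes, 1 per family name, 4 lay within 20 tested genes of another, against a 95th percentile of 2 over 10000 random draws (one-sided permutation test p = 0.032). Only 60.6% of the 33 genes could be placed, so this check is void and line differences cannot be told apart from an effect of *gas6*.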
